A study of Homo sapiens with 4 samples.

How the data were processed

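The 4 libraries of human umbilical vein endothelial cells were made with a droplet-based 3′ single-cell kit of version 2, per the labels' protocols, and sequenced together. The authors deposited 1 table of raw UMI counts per gene and cell for the whole series, in which the name of each cell carries its library. The aligner, the genome build, the annotation and the filter on cells are not given in the sources used here, so no coordinates are printed. The counts were whole numbers and were not normalised. All columns matched a library, and the lowest number of genes in a cell was 1129, 1162, 1080 and 1001 in Static 1, Static 2, Flow 1 and Flow 2. Static and flow samples were grouped by their titles. Library totals ranged from 10075235 to 25101214 UMIs.

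Cells were clustered with scanpy 1.11.5 (2000 variable genes, 20 principal components, 15 neighbours, Leiden resolution 0.6 for all cells and 0.4 within each condition). The cell type rule asked for UMIs of the endothelial markers per cluster. All clusters met it, and several also held UMIs of all 10 fibroblast markers, so the rule decides little, no cell type was set by it and every barcode was kept. The scrublet caller in scanpy marked 30 of 5096 cells (0.59%) as doublets, and these were kept in the main comparison. Thinning drew 5000 UMIs per cell without replacement, the largest multiple of 500 that at least 90% of cells reached, and 453 cells were below it.

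UMIs were summed per library, since cells are not replicates. Genes were filtered with filterByExpr, scaled with TMM (factors 0.956, 0.849, 1.12 and 1.10 for Static 1, Static 2, Flow 1 and Flow 2) and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 change divided by the square root of F. Printed CPM are computed here from the deposited counts with TMM-scaled library sizes. Gene lists were tested with camera in limma 3.58.1, and p-values were adjusted over the 11 lists. One gene of the lists, KLK10, was not matched in the table. The held-out score used the 50 genes with the largest rise and the 50 with the largest fall in the other replicate number, at a pseudocount of 10 CPM and a mean of at least 50 CPM.

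The tests, lists and alternatives were fixed before the data were examined, except those named in the closing section. Genes named are 14 fixed ones and the 8 largest rises and 8 largest falls among genes past the threshold with a mean of at least 20 CPM over the 4 libraries and both flow libraries on the same side of both static ones. KLF4 counts under both parts, and genes of fixed lists are named where a list is described. The rule did not say which CPM. It was read on CPM of library totals at first and then, after values had been seen, on TMM-normalised CPM. The first reading is used here. The readings share 7 of 8 rises and 7 of 8 falls, and the TMM reading names SLCO2A1 and KRT19 in place of CYP1A1 and ADM.

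On simulated counts for 13230 genes in the flow against static design, the edgeR steps called 50 of 99 genes planted at a log2 change of 1 and 89 of 97 at 2. They also called 11 of 13030 unchanged genes, 7.33% of the calls. Each gene was simulated with the same variability between libraries in both conditions. The real static libraries differed more from each other than the flow libraries did, so these rates may not carry over. The planted list was recovered, with 0 of 10 unchanged lists called. Planted variability of 0.1 came back as 0.0935 to 0.0984 over 2957 genes in libraries of equal variability. The held-out score gave areas of 0.495 and 0.499 with no planted difference. All libraries were simulated from the same expression profile there, so these areas do not test for differences between libraries from other causes.

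The gene test was repeated under 15 other settings. These were RLE scaling, library totals alone, DESeq2 1.42.0, no filter on low counts, a minimum of 20 CPM, a replicate block, each library left out, proliferating cells removed, a stricter cell filter (at least 2000 UMIs and under 5% mitochondrial UMIs), one mitochondrial limit of 5.88% for all cells, doublets and cells over 2.5 times their library's median UMIs removed, and libraries thinned to the smallest total. The lists, shares, variability and held-out score had settings of their own. Mouse cells were not analysed here, and the donor makeup of the libraries was not resolved.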

Results

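Human umbilical vein endothelial cells (HUVEC), primary cells that line the vein of the umbilical cord, were profiled by single-cell RNA sequencing after static culture or after laminar flow at a shear stress of 15 dynes/cm2 for 72 hours. The study asked how laminar shear changes the transcriptome of these cells and how much single cells differ from each other in either condition. Each condition was collected in 2 independent experiments, which gave 4 libraries, named here Static 1, Static 2, Flow 1 and Flow 2. The deposited table held whole-number counts of unique molecular identifiers (UMIs, tags that mark single captured transcripts) for 20722 human genes in 5096 cells, 65830075 UMIs in all. Static 1 held 1140 cells and 18471767 UMIs, and Static 2 held 1902 cells and 25101214 UMIs. Flow 1 held 763 cells and 10075235 UMIs, and Flow 2 held 1291 cells and 12181859 UMIs. Per the labels, 4000 cells were loaded for each library, 3600 HUVEC and 400 mouse fibroblasts that were added to measure doublets. The table held 0 mouse-style gene symbols, so mouse cells and human-mouse doublets were not analysed here.

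The median cell had 13421.5 UMIs in Static 1, 11917.5 in Static 2, 11511 in Flow 1 and 8112 in Flow 2. All cells were kept. Over the clusters of cells, 10 endothelial marker genes fixed beforehand summed to 1374 to 2949 CPM. The sums of 10 fibroblast marker genes were 70.4 to 156 CPM in clusters of static cells and 248 to 334 CPM in clusters of flow cells. Background RNA can leave UMIs of these genes in any cell, so their presence alone does not set a cell's type. The libraries also differed by condition in the share of mitochondrial UMIs. The median share was 2.90% in Static 1 and 1.84% in Static 2, against 5.58% in Flow 1 and 5.54% in Flow 2. The highest share of any cell was 5.99% and 5.88% in the static libraries and 9.53% and 9.65% in the flow libraries. Any limit the authors set on this share is not given in the sources used here.

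**Figure D1:**
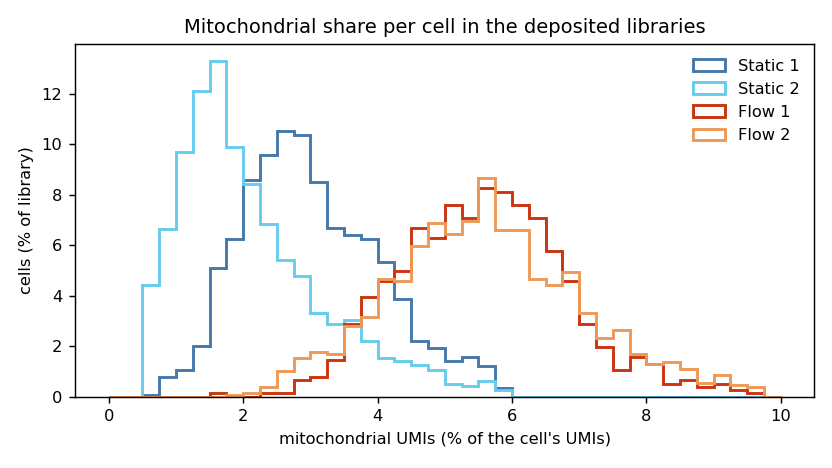
Distribution of the mitochondrial share of UMIs per cell (x axis, percent of the cell's UMIs) in each library (y axis, percent of the library's cells), 1 line per library. Static cells end below 6% and flow cells below 10%, with medians of 2.90% and 1.84% in the static and 5.58% and 5.54% in the flow libraries.

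To ask which genes differed between flow and static culture, UMIs were summed over the cells of each library and the 4 sums were compared with edgeR's quasi-likelihood test. Of 13461 genes tested, 3477 had a Benjamini-Hochberg adjusted p under 0.05, 1539 higher and 1938 lower in flow, and 1920 of these differed by more than 2-fold. The share of calls that were higher in flow was 44.3% with TMM scaling and 73.3% (2821 higher, 1028 lower) with scaling to library totals alone. The median log2 change of all genes was 0.0083 with TMM scaling and 0.31 with library totals, so directions are given relative to TMM scaling. With 1 library left out, the error of the test came only from the group that kept 2 libraries. The log2 ratio between replicates had an SD of 0.429 in static and 0.1997 in flow over 2222 genes. The number of calls changed with the pair left to set this error, and does not show which libraries carry the changes. It was 7188 without Static 1, 4941 without Static 2, 629 without Flow 1 and 630 without Flow 2. Of the 629 calls without Flow 1, 627 were among the 3477, and of the 630 without Flow 2, 628 were. With 2 libraries per group there are 3 splits of the libraries into pairs, so chance cannot be excluded by other splits.

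Among 14 genes fixed before the data were examined, KLF2, a transcription factor gene known to respond to shear, had 21.9 ± 6.75 CPM (UMI counts scaled to a common library size with TMM, mean ± SD, n = 2) in static and 128 ± 26.0 in flow cells. Its log2 fold change was 2.56 with a standard error of 0.26 and an edgeR adjusted p of 0.0017. KLF4 rose from 4.57 ± 2.28 to 53.4 ± 12.3 CPM and THBD from 13.0 ± 9.03 to 116 ± 6.32 CPM. JAG1 rose from 14.7 ± 0.076 to 87.9 ± 5.07 CPM, a log2 fold change of 2.58. NOS3 was 15.3 ± 2.22 CPM in static and 31.2 ± 1.31 in flow cells, and SMAD6 was 16.5 ± 2.77 and 35.5 ± 2.29. CDKN1A was 48.4 ± 15.7 and 85.2 ± 7.34 CPM, with an edgeR adjusted p of 0.039. With either flow library left out, and the error set by the static pair alone, the calls for NOS3, SMAD6 and CDKN1A were lost. Without Flow 1 their log2 changes were 0.99, 1.18 and 0.91, and without Flow 2 they were 1.07, 1.05 and 0.73. ANGPT2 fell from 37.1 ± 12.9 to 2.30 ± 0.12 CPM, a log2 fold change of -4.00 with a standard error of 0.31 and an edgeR adjusted p of 0.00062. No difference beyond the replicate error was detected for EDN1 (775 ± 253 and 729 ± 162 CPM), CCL2 (138 ± 54.5 and 139 ± 1.78), HES1 (104 ± 3.35 and 120 ± 34.4), NOTCH1 (55.4 ± 8.23 and 52.4 ± 2.17), CDKN1B (37.8 ± 5.84 and 31.4 ± 0.19) and MKI67 (24.8 ± 18.7 and 18.4 ± 2.88), with values given for static and then flow. Some of these passed the threshold with a static library left out, where the error came from the flow pair alone. Without Static 1 these were MKI67, CCL2 and CDKN1B, with log2 changes of -1.06, 0.47 and -0.43, and without Static 2 they were MKI67, in the other direction, and EDN1, with 0.67 and -0.39.

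**Figure D2:**
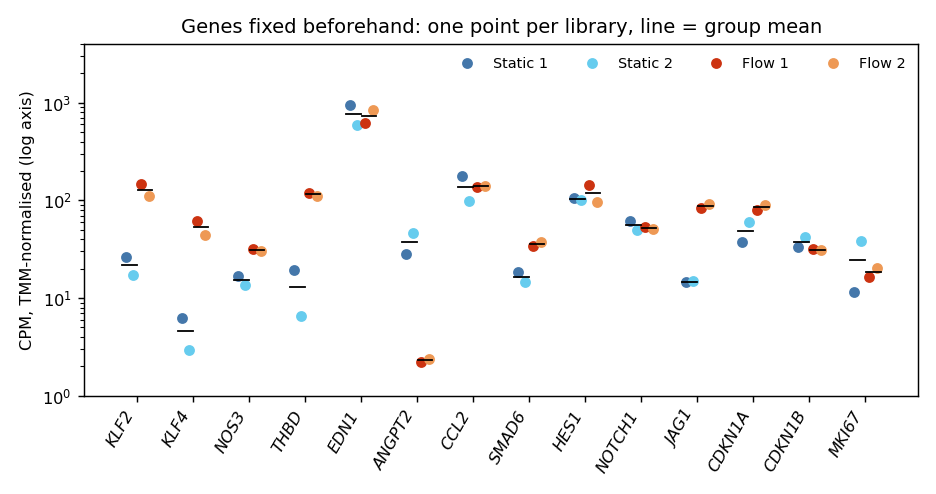
TMM-normalised CPM (y axis, log scale) of the 14 genes fixed beforehand, 1 point per library and a line at each group's mean. KLF2 was 21.9 CPM in static and 128 CPM in flow on average, and ANGPT2 was 37.1 CPM and 2.30 CPM.

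Under the fixed rule for the largest changes, 1690 genes qualified, 654 higher and 1036 lower in flow. The 8 largest rises were in CYP1B1, ELN, CYP1A1, COL3A1, TMTC1, FBLN2, LTC4S and KLF4. CYP1B1 had 4 and 3 UMIs in the static libraries and 1342 and 743 in the flow libraries, a 471-fold ratio whose exact 95% interval for counting error alone ran from 228 to 1172. ELN rose from 3.50 ± 3.55 to 479 ± 100.1 CPM (SD, n = 2) and CYP1A1 from 1.05 ± 0.68 to 38.8 ± 14.8 CPM. COL3A1 had 6.91 and 1.41 CPM in the static and 59.8 and 95.2 CPM in the flow libraries, a rise of 4.25 on the log2 scale. COL3A1 is also among the fibroblast marker genes, and whether its UMIs came from endothelial cells was not tested. The other 4 rose by 3.56 to 4.04. The 8 largest falls were in TRBC2, SERPINB1, CTHRC1, LXN, ISG20, CEBPD, RALA and ADM, with log2 changes from -4.50 to -2.88. RALA fell from 878 ± 284 to 102 ± 8.01 CPM. TRBC2 fell from 143 ± 71.4 to 6.34 ± 1.57 CPM and is uncertain, because its near-identical copy TRBC1 can share its reads. SERPINB1 and CEBPD differed between the static libraries, at 47.4 and 206 CPM and at 21.3 and 101 CPM, while both flow libraries lay below 8 CPM for either gene. Of the named genes that were called, 12 moved by over 1.5 times in fold change when 1 library was left out. All 12 kept their direction. Their calls there say little, since a group of 1 library adds no spread to the error of the test. Without Static 1 the log2 changes were 8.90 for ELN, 5.77 for COL3A1, 6.06 for CYP1A1, 4.70 for FBLN2, 4.48 for LTC4S, 4.15 for KLF4, 4.12 for THBD, -5.14 for SERPINB1, -4.11 for ISG20 and -3.89 for CEBPD. Without Static 2 they were 6.31 for ELN, 3.48 for COL3A1, 4.64 for CYP1A1, 3.20 for FBLN2, 2.57 for THBD, -3.02 for SERPINB1, -2.38 for ISG20, -1.63 for CEBPD and -3.89 for TRBC2. Without Flow 1 CYP1B1 was at 8.22.

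The 11 gene lists fixed beforehand were then compared with limma's camera at a preset correlation of 0.01. The list of genes known to be raised by laminar shear was higher in flow, with a median log2 change of 1.53, 15 of 15 genes higher and a camera adjusted p of 1.7e-07. Of its genes, 13 were called over all genes tested and 13 adjusted over the list alone. Fewer were called when either flow library was left out, with medians of 1.46 without Flow 1 and 1.54 without Flow 2. The cholesterol synthesis list was also higher, with a median of 0.86, 10 of 12 genes higher and a camera adjusted p of 0.0013, and 8 genes were called on either basis. Here too fewer were called when either flow library was left out, with medians of 0.95 without Flow 1 and 0.80 without Flow 2. The S phase list passed with a median of 0.39, 34 of 42 genes higher and a camera adjusted p of 0.0009. With proliferating cells removed its median was -0.050, and with one mitochondrial limit for all cells it was 0.18 with an adjusted p of 0.43. Under fry the shear-raised and cholesterol lists held at an adjusted p of 0.020 each and the S phase list missed at 0.0505. With the correlation between genes estimated from the data, 0 of the 11 lists passed by camera, the smallest adjusted p being 0.35.

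The list of genes known to be lowered by laminar shear was not lower in flow. Its median log2 change was 0.27, 12 of 16 genes were higher and the camera adjusted p was 0.23. Leaving out Static 1 gave this list a median of 0.59. Leaving out Static 2 gave it a median of 0.086 and a mean of -0.065. Within it, ANGPT2 and CXCL8 were lower by calls over all genes tested, and ANKRD1, APLN, CTGF, CYR61 and ICAM1 were higher. Camera also gave adjusted p-values above the threshold for the BMP and SMAD list (median 0.39, adjusted p 0.10), the arterial list (-1.14, 0.23), the venous list (0.49, 0.13) and the G2/M phase list (-0.33, 0.98). The venous list passed under fry, with an adjusted p of 0.020. Of its 5 genes 4 were higher, and only APLNR was called. APLNR had 1 and 3 UMIs in the static and 53 and 57 in the flow libraries. The arterial median was 0.36 without Static 2. The G2/M list passed as lower without Static 1 (median -0.72) and as higher without Static 2 (median 0.41). For 3 further lists that did not pass, the median and the test differed in sign. The Notch list had a median of -0.084 and a mean of -0.055 with a test direction of higher. The mesenchymal list had a median of 0.45, the value of SNAI2 with 9 to 12 UMIs per library, and a mean of -0.22, and the endothelial junction list a median of 0.15 and a mean of -0.15, both with a test direction of lower. Called genes adjusted over the list alone numbered 8 for the shear-lowered, 8 for the arterial, 4 for the BMP and SMAD, 4 for the Notch, 1 for the venous, 5 for the mesenchymal, 4 for the junction, 10 for the S phase and 0 for the G2/M list. Over all genes tested, 2 G2/M genes were called higher and 3 lower. With the replicate number as a block, 15 G2/M genes were called over the list alone.

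**Figure D3:**
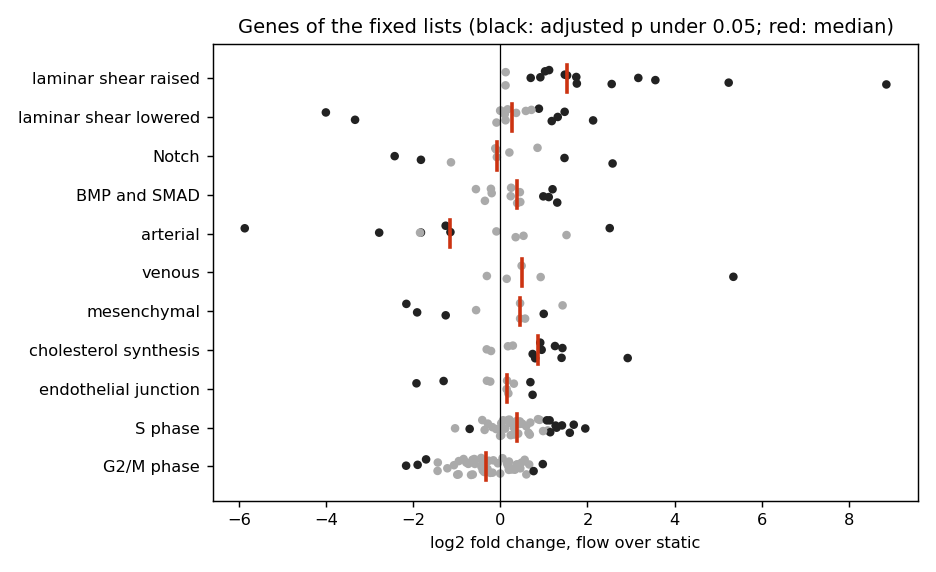
Log2 fold change of flow over static (x axis) for the genes of the 11 fixed lists (y axis), 1 point per gene, black where the edgeR adjusted p was under 0.05, with a red line at each list's median. The shear-raised list has a median of 1.53, and the shear-lowered list has a median of 0.27 with members on both sides of 0.

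To compare the share of proliferating cells at equal depth, each cell was thinned to 5000 UMIs, which left out 28, 114, 74 and 237 cells of Static 1, Static 2, Flow 1 and Flow 2. Cells with at least 2 UMIs from 12 proliferation genes made up 7.91% of Static 1 (exact binomial 95% interval 6.395 to 9.66), 27.8% of Static 2 (25.7 to 29.9), 14.9% of Flow 1 (12.4 to 17.8) and 10.7% of Flow 2 (8.92 to 12.7). These intervals cover counting error only. Both flow libraries lay between the static libraries, and a two-sided exact permutation test gave p = 1, where 2 against 2 libraries cannot go below 0.333. The mean difference of -5.02 percentage points was 4.92 without Static 2. Without thinning the shares were 25% and 45.4% in static and 22.5% and 14.2% in flow libraries. Free RNA from lysed cells adds to such calls and was not measured here.

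**Figure D4:**
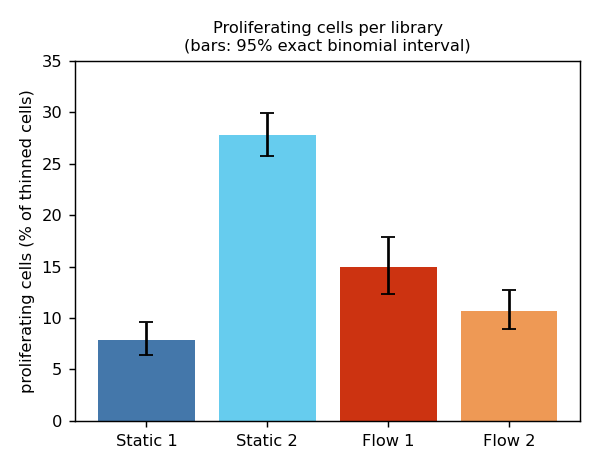
Percent of thinned cells called proliferating (y axis) in each library (x axis), with exact binomial 95% intervals as error bars, which cover counting error only. Static 1 at 7.91% and Static 2 at 27.8% enclose Flow 1 at 14.9% and Flow 2 at 10.7%.

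Cell-to-cell variability was measured per gene as the variance minus the mean, divided by the squared mean, in 689 thinned cells per library. The median over 2774 genes was 0.0928 in Static 1, 0.145 in Static 2, 0.109 in Flow 1 and 0.139 in Flow 2. The difference between conditions was 0.0047, smaller than the difference within either, and the two-sided exact permutation test gave p = 1. Its sign changed without thinning (-0.0099), without Static 1 (-0.0215) and without Flow 2 (-0.0103).

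How far single cells separated by condition was measured with genes picked in the libraries of the other replicate number. The area under the ROC curve of flow against static cells was 0.999 in replicate 1 and 0.9998 in replicate 2. In replicate 1, 2 of 689 flow cells scored below the 95th percentile of static cells, and in replicate 2, 0 of 1054 did. Taking 3 cells as the upper limit for a count of 0, this allows a share of up to 0.285%. The pairs of libraries picked 31 of 50 risen and 22 of 50 fallen genes in common. This value has no test across samples.

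**Figure D5:**
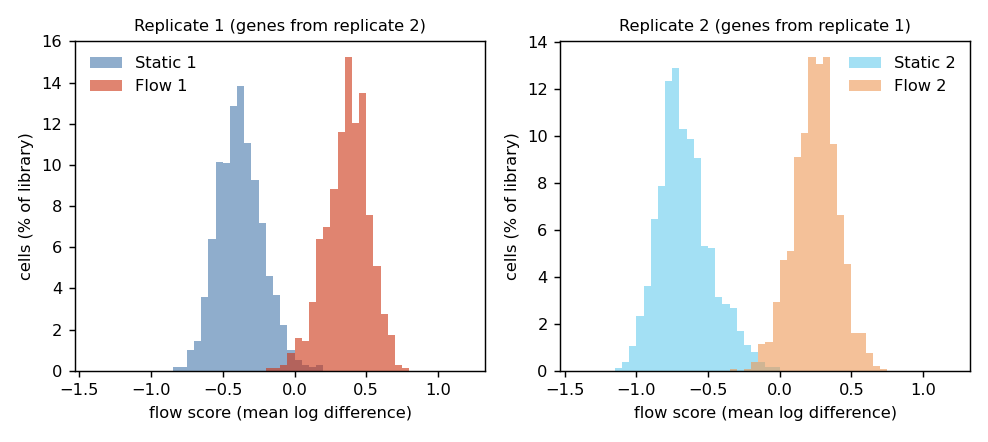
Flow score per cell (x axis, mean log-normalised value of risen minus fallen genes) against the percent of the library's cells (y axis), for each replicate number with genes picked in the other. The area under the ROC curve was 0.999 in replicate 1 and 0.9998 in replicate 2.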

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

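The settings chosen only after the data had been seen were library totals alone, one mitochondrial limit, removal of doublets and high-UMI cells, the hypoxia and glycolysis list, and, for the gene lists, the stricter cell filter and thinned libraries. The settings of the share of mouse cells were not run, since the table held 0 mouse-style symbols.

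The count of changed genes was 3477. It stayed within 1.5 times of that under 10 of 15 settings, among them DESeq2 (2969), no filter (4648) and one mitochondrial limit (2767). It was 1880 with a minimum of 20 CPM, where 5022 genes were tested, and 2218 under the stricter cell filter, which kept 249 of 763 and 448 of 1291 flow cells. Leaving out 1 library gave 629 to 7188 calls, with the lone library of a group assumed to vary like the others. It was 7188 without Static 1, 629 without Flow 1 and 630 without Flow 2. All calls shared with the main test had the same sign in every setting. Similar counts need not be the same genes. With library totals alone, 2567 of 3849 calls were among the 3477, the fewest shared in those 10 settings.

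With the replicate number as a block, 4752 genes were called. The labels do not say that equal numbers mark a shared experiment across conditions. The deviations of same-numbered libraries correlated at 0.126 across genes, over 2 pairs only, which does not decide whether they share an experiment, so the numbers were used as names only. With the block, 3 lists passed.

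For the 29 named genes, 408 of 434 values kept their direction and side of the threshold, 8 lost the call, 4 gained it and 14 changed direction. Those that changed direction had no call in the main test, and of them MKI67 passed as higher without Static 2 (0.67). The 4 that gained a call were MKI67 (-1.06), CCL2 (0.47) and CDKN1B (-0.43) without Static 1 and EDN1 (-0.39) without Static 2. Of the 14, 5 follow from the scaling, which moved all named genes tested the same way. With library totals alone the log2 changes were 0.19 for EDN1, 0.21 for NOTCH1 and 0.038 for CDKN1B, where named genes moved by 0.26 to 0.35. CCL2 was -0.0085 without a filter, where they moved by -0.023 to -0.018, and NOTCH1 was 0.0063 at the 20 CPM minimum, where they moved by 0.074 to 0.11. CCL2 was also -0.0096 without proliferating cells, -0.031 without doublets and -0.011 in thinned libraries. Leaving out 1 library gave -0.39 to 0.28 for EDN1, -0.35 to 0.47 for CCL2, -0.11 to 0.48 for HES1, -0.23 to 0.067 for NOTCH1 and -1.06 to 0.67 for MKI67. The cause of these other changes was not tested. CDKN1A lost its call without proliferating cells and without doublets, as well as without either flow library.

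Of the 11 lists, 3 passed in the main test, 0 with an estimated correlation and 2 to 4 under the other settings. With an estimated correlation the medians stayed at 1.53 (shear raised), 0.86 (cholesterol) and 0.39 (S phase), since only the test changed, and the adjusted p was 0.35 for each. Fry left S phase at 0.39 unpassed and passed the venous list at 0.49. The S phase median was -0.050 without proliferating cells, 0.18 under one mitochondrial limit and 0.20 under the stricter filter, and its adjusted p ranged from 7.8e-05 to 0.85 over the settings. The added hypoxia and glycolysis list, at -1.31, missed under fry (p 0.061) and an estimated correlation (p 0.32). Lists that did not pass changed test direction in several settings. These were Notch with library totals (median 0.23) and without Static 1 (-0.16), the junction list with library totals (0.44), with one mitochondrial limit (0.14) and without Static 1 (0.21), the mesenchymal list without Static 1 (0.58) and without Flow 1 (0.21), and the G2/M list without Static 2 (0.41), where it passed. The mesenchymal median was 0.45 in the main test and below 0 without proliferating cells (-0.12), with one mitochondrial limit (-0.11), in thinned libraries (-0.043) and under the stricter filter (-0.041). These settings tested 8 of its 9 genes and dropped SNAI2 (9 to 12 UMIs per library), whose value was the main median. Over the same 8 genes the main median was -0.051, and the list mean was -0.22 in the main test and -0.33 to -0.23 in these settings. Leaving out 1 library gave medians of -0.16 to 0.18 for Notch, 0.069 to 0.58 for mesenchymal, 0.039 to 0.21 for junction and -0.72 to 0.41 for G2/M genes. The cause of the changes in test direction was not tested.

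The difference in proliferating cells ranged from -15.0 to 4.92 percentage points with 1 library left out, being 4.92 without Static 2, and from -16.8 to -2.02 under the other settings. The variability difference was -0.0099 without thinning and ranged from -0.0215 to 0.0309 with 1 library left out. In neither could a permutation test pass the threshold. The mean area under the ROC curve was 0.9994, 0.997 with 20 and 0.9988 with 100 genes per direction, and lay from 0.997 to 0.9997 over all settings. Flow libraries were the shallower ones, which limits calls for genes of low count.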

Other observations

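The tests chosen only after their result had been seen were those of the mitochondrial limit, of counting noise, of low depth and of static cells in flow clusters and all those of flow cluster 3. The patterns themselves were found in the same data, so each reading is a hypothesis. The tests numbered 15.

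The mitochondrial share was higher in flow cells. Different limits on the deposited cells do not account for all of it, because with one limit of 5.88% for all cells the lowest flow median was still 1.916 percentage points above the highest static one. That limit removed 306 and 516 flow cells but 2 and 0 static cells. Lower depth per cell is argued against as well, because in the closest of 4 bins of UMIs per cell the gap was 2.506 points. Differences between the conditions in how cells came through flow and detachment were not tested. A response to flow may remain, and the design does not separate it from handling.

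Genes of hypoxia and glycolysis were lower in flow. This list of 30 genes was written after GAPDH, NDUFA4L2 and EGLN3 had been seen to be lower, so its test is no independent evidence. Over 29 tested genes the median log2 change was -1.31, with 21 called lower and 0 higher, and the camera p was 1.3e-08. Fewer were called lower when either flow library was left out, with medians of -1.29 without Flow 1 and -1.33 without Flow 2. Without those 3 genes, 26 genes had a median of -1.18, with 18 called lower. The list did not pass under fry (p 0.061) or with an estimated correlation (p 0.32), and its p ranged from 2.9e-11 to 0.32 over the settings. A different share of proliferating cells is argued against by a median of -1.264 without them. A single static library is argued against by a median of -0.8733 without Static 2, the closest to 0. Library depth is argued against by -1.294 in thinned libraries, and with library totals alone the median was -0.99. A candidate explanation is that oxygen or nutrients differed between closed static chambers and pumped medium. This was not tested, and the design confounds it with shear.

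The static libraries differed more from each other than the flow libraries did. Over 2222 genes the SD of the log2 ratio between replicates was 0.429 in static and 0.1997 in flow, a ratio of 2.15. Each SD comes from 1 pair of libraries. Counting noise is argued against, because the ratio was 2.158 with all libraries thinned to one total. The share of proliferating cells is argued against as the whole cause by a ratio of 2.095 without them. Leaving out the hypoxia and glycolysis genes gave 2.133, above the limit of 1.5 set beforehand, but this removed only 12 genes and says little about a wider state. That it says little was judged after the value was seen. Static clusters 3 and 5 held 2 and 9 cells of Static 1 against 521 and 860 of Static 2. A different mix of donors may contribute to this and stays open, since cells were not assigned to donors.

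Of 5 clusters of flow cells, clusters 3 and 5 had a lower median held-out score than the other flow cells in both libraries. The SD of the score over all flow cells was 0.150 in Flow 1 and 0.153 in Flow 2. Cluster 5 made up 11.3% and 7.51% of Flow 1 and Flow 2, with medians of 0.234 against 0.391 and 0.197 against 0.262. Cluster 3 made up 6.68% and 7.13%, with medians of 0.312 against 0.385 and 0.127 against 0.268. All scores were taken at 5000 UMIs per cell. Low depth is argued against for cluster 3. Within bins of UMIs per cell its mean score was lower than that of other flow cells by at least 0.08945 (standard error over cells 0.0188). Cluster 5 was not shallow, with median UMIs of 15816.5 against 11210 in Flow 1 and 15423 against 7885 in Flow 2. The bins therefore decide nothing on low depth for cluster 5, where the gap within them was at least 0.04463 (0.0172). Static cells in the flow libraries are argued against as the whole cause for both clusters. To lower the mean score as seen, static cells would have to make up 12.8% of cluster 3 (standard error over cells 1.34) and 12.9% of cluster 5 (1.45) over both libraries. Cells that scored below the 95th percentile of static cells were 0 of 134 and 2 of 177, which allows static cells up to 2.858% and 4.234%. In Flow 1 alone the margin for cluster 3 was narrow (up to 7.95% against 9.91% needed, standard error 2.56), and so was that for cluster 5 in Flow 2 (4.05% against 6.55%, standard error 1.75). On a scale from the static level at 0 to other flow cells at 100, shear-raised genes lay at 90.3 and 80.6 in cluster 3, which by itself goes with some static cells, and at 100.2 and 124 in cluster 5. Doublets cannot be told apart from other causes. Median UMIs in Flow 1 and Flow 2 were 1.411 and 1.956 times those of other flow cells in cluster 5, which goes with doublets, and 0.879 and 1.27 times in cluster 3. The marked cells are too few to decide, being 2 of 183 (1.093%) in cluster 5 and 0 of 143 (0%, which allows up to 2.10%) in cluster 3. That last limit takes 3 cells as the upper limit for a count of 0, unlike the limits on static cells above.

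The real grouping gave 3477 changed genes and the highest of the other splits gave 0. Each of the others joins a flow and a static library in both groups. Only 1 of 3 splits gave as many, and 3 splits are too few to exclude chance by this count.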
